A study of Drosophila melanogaster with 72 samples.

How the data were processed

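Poly(A) RNA from Drosophila melanogaster heads was sequenced after mutant huntingtin (mHTT, the polyglutamine-expanded protein of Huntington's disease) had been expressed with the GAL4/UAS system. The elav-GAL4 driver directs expression to neurons and the repo-GAL4 driver to glia. Each driver was combined with an N-terminal fragment of huntingtin or with the full-length protein, which gave 4 models. Controls carried the driver without the huntingtin insert and were matched for age. Per the labels, each library came from 50 heads that were broken off by shaking frozen flies and collected with a sieve, and libraries were made with a stranded mRNA kit. The 72 libraries formed 24 groups of 3, with 18 libraries in 6 groups per model. Neuronal full-length flies and their controls were kept at 29 °C and all others at 28 °C. The titles of the neuronal full-length mHTT libraries named ages of 7, 9 and 11 days, whereas their age field, their description and the growth protocol gave 18, 20 and 22 days. The latter were used.

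The deposited table held 1 signal value per gene and library for 13557 genes, and its file name, per the authors, marked it as normalised RSEM gene estimates. The 75th percentile of the deposited signal was 1000 in every library, so each library had been scaled to a common upper quartile by the authors. The aligner, the genome build, the annotation and the use of strand in counting were not stated in the labels, so no coordinates are given. All 72 columns matched 1 library each. Low values in a library fell mostly on multiples of 1 step, which was taken as the value of a single read. Between 93.2% and 96.5% of low values were whole multiples in 71 libraries, and 93.1% in the remaining one, which was too few to treat the table as whole reads. The step was therefore used only to estimate depth. Estimated depth was 34.9 M to 46.7 M reads per library (M, 1e6), with a median of 41.6 M, and such estimates cover counting error only. None of the 72 within-group pairs of libraries was identical, and the smallest variance between a pair was 3.46 times that expected from sampling. This excluded copies of a library but could not tell separate flies from repeat preparations of 1 RNA. Every library was counted as a separate replicate, following its label.

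Values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend). Changes are therefore on the log2(value + 1) scale, which understates the change of genes with low values. Genes with a value of at least 10 in at least 3 libraries of a fit were tested, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The design, the 5 gene lists tested below, the rule for naming genes and the alternatives were fixed before the data were examined, except for the fits without the farthest library of each model and on 1 label prefix, which were added later. For each model, 6 group means were fitted to its 18 libraries. Differences between mHTT and control were taken at each age, as the mean over the 3 ages, and as a moderated F test of equal differences at the 3 ages. All adjusted p-values given for single genes came from these limma fits. Differences between models were tested in a fit of 24 group means to all 72 libraries. Overlaps between models were set against the number expected if calls were independent, and the models compared shared no control library.

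For 5 gene lists (heat shock, 16 genes; antimicrobial peptide, 14; phototransduction, 25; synaptic, 40; glial, 18) the age-averaged change was tested with camera at an inter-gene correlation of 0.01, adjusted over the 20 tests. All listed genes were found, 16 of them under another symbol. The same test was applied to the differences between models, which was decided after the data had been seen. Each list's median was also set against 100 labellings of the libraries (the real one and 99 with the arm labels redrawn within model and age), which was likewise decided later.

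Genes were named in the text by this rule. The checks were w, elav, repo, Yp1, Yp2, Yp3, roX1 and roX2. Per model, the 3 rising and 3 falling genes with the largest age-averaged change were taken among genes called over the ages and at each age in that direction, with a mean of at least 100 in the higher arm. Among genes called in the same direction in all 4 models, the 5 rising and 5 falling genes with the largest smallest change were taken, with a mean of at least 100 in the higher arm of every model. Per comparison of models, the 2 largest differences in each direction were taken, with a mean of at least 100 in a group.

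The alternatives were pseudocounts of 0.1 and 10, no filter on low values, a mean of at least 100, median-ratio rescaling, quantile normalisation, the replicate number as a block, the prefix of the library label as a covariate, leaving out each library, and other sets of libraries in the fit, including those added later. The label prefix (3 values, with 23, 48 and 1 libraries) may mark a sequencing order but is not explained in the labels. The analyses were tested on simulated data with 200 genes per model changed by 1.5 on the log2 scale, using the real control means and spreads. The changed genes were drawn from those with a value of at least 100 in all 18 libraries of the model. Noise was independent between genes and had the same spread in all libraries of a model. Recovery therefore does not cover genes with low values, and no share covers libraries far from their groups or correlation between genes. Between 97.0% and 100% of these genes were recovered over the 3 ages among 10295 to 10590 genes, and false calls made up 4.80% to 6.17% of calls. At the first age 87.0% to 99.5% were recovered. Of 200 genes changed only at the last age, 59.5% to 97.0% were found by the test between ages, with the lowest share in the neuronal N-terminal model, and 3.08% to 9.77% of its calls were false. Lists of gut (16), ovary (14) and flight muscle (10) genes, written before the test, were used to examine libraries far from their groups. An Ensembl annotation (BDGP6.54), which may not be the one used by the authors, served only for exonic length, antisense overlap and gene order, and 12822 of the 13557 genes matched it by FlyBase number.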

Results

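Gene expression in fly heads was compared between flies expressing mHTT in neurons or glia and age-matched driver controls. The series asked how expression changed in early, middle and late phases of disease in each combination of driver and construct. Heads of the glial N-terminal model were collected at 5, 7 and 8 days, those of the neuronal N-terminal model at 7, 9 and 11 days, and those of both full-length models at 18, 20 and 22 days, with 3 libraries per arm and age. In 71 libraries the summed value was 16.6 M to 23.7 M (M, 1e6) and 1073 to 1782 genes were listed at 0. The second control library of the neuronal N-terminal model at day 11 differed, with a summed value of 39.3 M and 3223 genes at 0. It was also the only library with its label prefix.

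The library farthest from the mean of its group was identified in each model. The root mean square residual was 1.27 for the second neuronal control library at day 11, against a median of 0.21 in its model. It was 1.05 for the first neuronal full-length mHTT library at day 22 (median 0.23), 0.75 for the first glial control library at day 22 (median 0.23) and 0.49 for the first glial N-terminal mHTT library at day 7 (median 0.29). These were not the only libraries apart from their groups. The second neuronal N-terminal mHTT library at day 9 had a residual of 0.47, and its variance against the other 2 was 38.6 and 37.8 times that from sampling, against 5.76 between those. All libraries were kept. The 4 farthest widened the estimated spread of their models and also entered the means of their groups. Counts without them are therefore given beside the main ones or with the other alternatives.

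**Figure D1:**
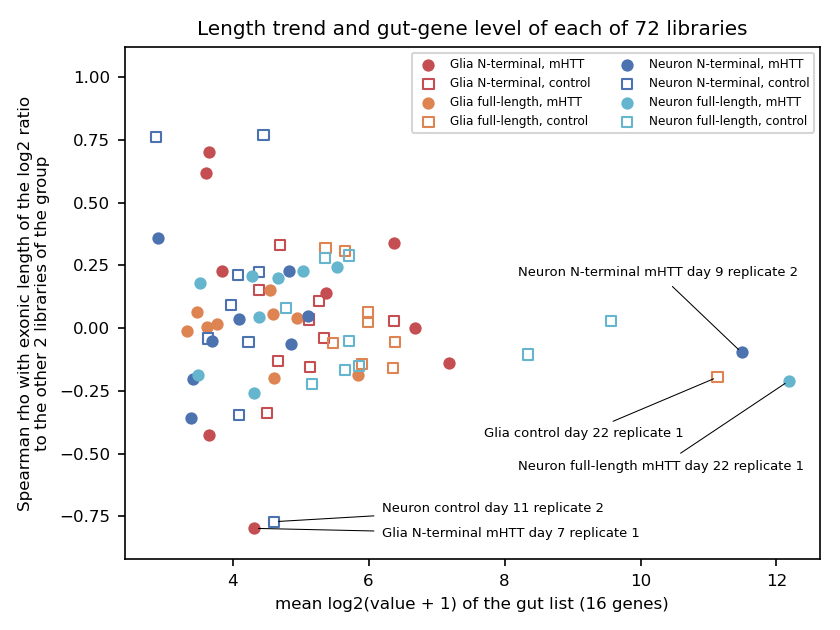
Rank correlation with exonic length of each library's log2 ratio to the other 2 libraries of its group (vertical axis, across genes) against the mean log2(value + 1) of 16 gut genes (horizontal axis), with 1 point per library coloured by model and arm. The second neuronal control library at day 11 and the first glial N-terminal mHTT library at day 7 lay lowest, at -0.77 and -0.80, and the first libraries of both day-22 groups named above had gut levels far above the other 2 of their groups.

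Driver and marker genes were examined first. Transcripts of the mHTT insert were not analysed here. The glial gene repo (FBgn0011701) fell in the glial N-terminal model by 0.72 (SE 0.07, limma adjusted p = 1.47e-06), from 1025 ± 103 in controls to 622 ± 68.4 (SD, n = 9 per arm). It changed by -0.22 in the glial full-length model (adjusted p = 0.0238), and this call was lost with median-ratio rescaling (adjusted p = 0.0510), with all 72 libraries in the fit (adjusted p = 0.0966) and in 3 of the 18 fits that each left out 1 library. Without the first mHTT library at day 18 it was -0.20 (adjusted p = 0.0516), without the third control library at day 18 -0.19 (0.0519) and without the first control library at day 20 -0.18 (0.0507). In the neuronal models repo was not called (0.23 with N-terminal, adjusted p = 0.0896, and -0.02 with full-length mHTT, adjusted p = 0.943). In the neuronal N-terminal model it was called without the second control library at day 11 (0.17, adjusted p = 0.0377) and without the first (0.27, adjusted p = 0.0257). The neuronal gene elav was not called in any model with all libraries, with changes of 0.01, -0.10, 0.24 and -0.01 in the glial N-terminal, glial full-length, neuronal N-terminal and neuronal full-length models. Without the first control library at day 20 it was called in the glial full-length model (-0.15, adjusted p = 0.0317). Expression of w, which marks many inserts, was lower in the glial full-length model (-0.78, adjusted p = 7.46e-04) and not called in the other 3 with all libraries. Without the first mHTT library at day 22 it was called in the neuronal full-length model (0.18, adjusted p = 0.00815). The yolk protein genes Yp1, Yp2 and Yp3 together made up 1.28% to 9.39% of the summed value of a library. In the glial full-length model they were higher by 1.80, 1.43 and 1.64. In the neuronal N-terminal model they changed by -0.87, -0.67 and -0.97, but under quantile normalisation none of the 3 was called there and Yp2 changed by 0.0054. In the glial N-terminal model Yp2 was called, at -0.94, and Yp1 (-0.15) and Yp3 (-0.38, adjusted p = 0.110) were not. Yp3 was called without the first control library at day 8 (-0.47, adjusted p = 0.0474). The yolk genes are similar in sequence, so reads could be split between them. The non-coding RNA roX1 changed by -0.64 in the glial full-length model (adjusted p = 1.24e-06), without overlap between the arms, and by 0.46 in the glial N-terminal model (adjusted p = 0.00801). In the neuronal models it was not called with the 18 libraries of the model (0.22 with N-terminal and -0.31 with full-length mHTT). The N-terminal change was called without the second control library at day 11 (0.22, adjusted p = 0.0329) and without the second mHTT library at day 7 (0.28, adjusted p = 0.0152) and with the label prefix as a covariate (0.26, adjusted p = 0.0460), and the full-length change with all 72 libraries in the fit (adjusted p = 0.0381). It was at least 175 in all 72 libraries, and roX2 did not exceed 17.9. The change of roX2 in the glial N-terminal model was 0.80 (adjusted p = 0.0120), and it was not called under quantile normalisation (adjusted p = 0.0519). Of these markers repo, elav, Yp1 and roX1 overlap antisense genes, and the use of strand in counting is not stated.

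The number of called genes was counted at each age. In the glial N-terminal model 1398 of 10358 genes were called at day 5 (733 higher, 665 lower), 1841 at day 7 (1161 and 680, or 686 and 925 after median-ratio rescaling) and 1087 at day 8 (577 and 510). In the glial full-length model 2103 of 10421 genes were called at day 18 (1035 and 1068), 2131 at day 20 (1111 and 1020) and 3286 at day 22 (1576 and 1710). In the neuronal N-terminal model 201 of 10162 genes were called at day 7 (113 and 88), 439 at day 9 (182 and 257) and 790 at day 11 (326 and 464). In the neuronal full-length model 969 of 10538 genes were called at day 18 (445 and 524), 436 at day 20 (254 and 182) and 806 at day 22 (324 and 482). The libraries in the fit moved these counts most. At day 11 of the neuronal N-terminal model 1 gene was called from the 6 libraries of that age alone, 5292 with all 72 libraries in the fit, 1883 without the second control library and 4755 without the third. The fit of all 72 libraries took its spread from all groups but kept the second control library in the day-11 mean. Its 5292 genes can therefore include the departure of that library. At day 22 of the neuronal full-length model no gene was called from the 6 libraries of that age, although 2434 genes had an unadjusted p under 0.05 in the 18-library fit. In the 18-library fits each glial count was above each neuronal one, but this order did not hold under the alternatives. With only the 6 libraries of an age, 515 genes were called at day 7 of the glial N-terminal model and 2602 at day 9 of the neuronal N-terminal model. With all 72 libraries the 5292 genes at day 11 exceeded the 1322, 1333 and 1941 of the glial full-length ages. Without the farthest libraries 2676 genes were called at day 18 of the neuronal full-length model and 1751 at day 8 of the glial N-terminal model.

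**Figure D2:**
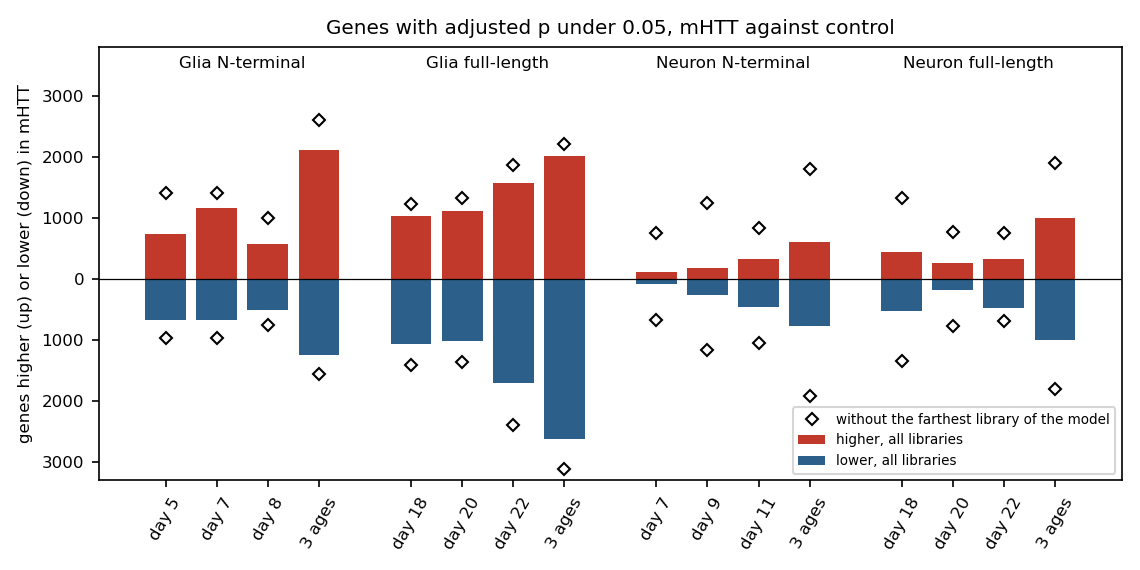
Number of genes called higher (upward bars) and lower (downward bars) in mHTT than in control libraries, at each age and over the 3 ages of each model; diamonds give the same counts without the library of the model farthest from its group. Over the 3 ages the neuronal N-terminal count rose from 1378 to 3729 genes and the neuronal full-length count from 1996 to 3702.

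Over the 3 ages, 3362 genes were called in the glial N-terminal model (2109 higher, 1253 lower), 4625 in the glial full-length model (2008 and 2617), 1378 in the neuronal N-terminal model (613 and 765) and 1996 in the neuronal full-length model (991 and 1005). Without the farthest library of each model these counts were 4159, 5330, 3729 and 3702, so the gap between glial and neuronal models narrowed. The split by direction in the glial N-terminal model depended on scaling, as median-ratio rescaling gave 1419 higher and 1592 lower genes. An absolute log2 change of at least 1 was met by 431, 631, 250 and 243 genes. Among called genes, 90.7% to 95.7% changed in the same direction at all 3 ages. They were selected on the mean of the same 3 differences, which favours matching signs, so this share cannot show how alike the ages were. Across genes, which are not independent, changes at pairs of ages correlated at 0.59 to 0.74 in the glial N-terminal model. The correlations were 0.77 to 0.80 in the glial full-length, 0.37 to 0.59 in the neuronal N-terminal and 0.43 to 0.67 in the neuronal full-length model. In these models 598, 1279, 112 and 163 genes were called in 1 direction at each age. The label prefix was unevenly spread over groups. With the most frequent prefix alone, 2887 genes were called in the glial N-terminal model (15 libraries), 4772 in the glial full-length model (8 libraries, 2 ages), 3204 in the neuronal N-terminal model (13 libraries) and 2232 in the neuronal full-length model (11 libraries). Across genes, these changes correlated with those from all libraries at 0.99, 0.89, 0.86 and 0.89, with the libraries of each prefix fit also part of the full fit and genes not being independent. No such fit was run with the second prefix. In the glial full-length model it marked 3 mHTT and 6 control libraries, with both arms present at 2 ages. A fit was therefore possible there, and whether its changes would match was not tested.

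The largest changes of the glial N-terminal model separated all mHTT from all control libraries. The non-coding gene CR43264 (FBgn0262945) rose by 7.92 (SE 0.15, adjusted p = 3.65e-15), from 16.5 ± 4.12 to 4208 ± 866 (SD, n = 9 per arm). LysS (FBgn0004430) rose by 5.78 (SE 0.34, adjusted p = 2.23e-09) from 0.990 ± 1.17 to 119 ± 75.9, and belongs to a family of similar lysozyme genes that could share reads. GstD5 (FBgn0010041) rose by 5.45 (adjusted p = 2.27e-10). CG33296 (FBgn0053296) fell by 5.99 (SE 0.10, adjusted p = 1.73e-15) from 2012 ± 210 to 31.6 ± 8.75. CG40470 fell by 5.75 and CG4288 fell by 5.35.

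In the glial full-length model CG18853 (FBgn0042173) was listed at 0 in all 9 control libraries and at 473 ± 60.6 in the mHTT libraries (SD, n = 9). It overlaps an antisense gene, and the use of strand in counting is not stated. CG11313 (FBgn0039798) rose by 7.36 (SE 0.33, adjusted p = 5.25e-11) to 287 ± 99.4, and CG42876 rose by 5.64. CG6118 (FBgn0038339) fell by 5.24 (SE 0.50, adjusted p = 3.26e-07), CG42825 fell by 5.06 and lambdaTry fell by 4.66. Control values of lambdaTry ran from 25.3 to 1496, and those of CG42825 from 98.5 to 2767. The mean log2 level of the gut gene list was also lower in mHTT than in control libraries at days 18 and 20. It was 4.55 to 4.94 against 5.37 to 6.35 at day 18, and 3.33 to 3.78 against 5.99 to 6.39 at day 20. At day 22 the arms overlapped (3.48 to 5.85 against 5.47 to 11.1). Whether the falls of CG6118, CG42825 and lambdaTry follow a different share of gut material was not tested, so that source stays open.

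In the neuronal N-terminal model CG11893 (FBgn0039316) rose by 4.58 (SE 0.13, adjusted p = 2.96e-11) from 14.8 ± 2.87 to 377 ± 65.4, CG18095 by 4.40 and Eh (eclosion hormone) by 4.25. The arms of Eh overlapped at 1 of the ages. IFa fell by 3.76, Osi2 fell by 2.05 and CG13704 fell by 1.92, each without overlap between the arms. In the neuronal full-length model CG18095 (FBgn0028872) rose by 3.71 (SE 0.43, adjusted p = 3.59e-05), CG4500 by 3.21 and CG42876 by 2.91. The non-coding gene CR42646 fell by 2.29, TwdlG fell by 2.12 and dro5 fell by 2.05. The arms of CG18095 overlapped at 1 age of the full-length model. CG18095, CR42646 and IFa overlap antisense genes.

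Whether the change differed between ages was tested within each model. The test called 28 genes in the glial N-terminal model, 90 in the glial full-length model, 1 in the neuronal N-terminal model and 77 in the neuronal full-length model. At an unadjusted p under 0.05 there were 818, 1171, 676 and 1318 genes, against 518, 521, 508 and 527 expected by chance. Without the farthest libraries the counts were 107, 176, 373 and 587.

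Differences between models were tested next, although driver and age differ together for the N-terminal construct, driver and temperature for the full-length construct, and construct and age for both drivers, with temperature differing as well in neurons. Of 10976 genes, 2304 changed differently in neurons and glia with full-length mHTT (1088 with a higher change in neurons, 1216 with a lower one). With N-terminal mHTT 3253 genes did (1209 and 2044), and 960 when only day 7, the shared age, was used. Between N-terminal and full-length mHTT 3082 genes differed in glia (1710 and 1372) and 1710 in neurons (825 and 885). These counts come from the fit of all 72 libraries, where the farthest libraries also entered their group means and could shift the differences. Without the farthest libraries 4921 genes differed between neurons and glia with full-length mHTT. Between constructs 5467 then differed in glia and 3044 in neurons. The count with N-terminal mHTT stayed within 1.5 times the main 3253. Median-ratio rescaling shifted the split to 1587 and 1428 for N-terminal mHTT and to 1200 and 1619 in glia. The largest differences between neurons and glia with full-length mHTT were those of CG6118 (4.91) and CG3397 (4.33), and of CG11313 (-6.93) and CG18853, which was listed at 0 in all 9 glial controls. With N-terminal mHTT they were CG9377 (5.84), CG40470 (5.84), CR42646 (-6.77) and pre-mod(mdg4)-X (-6.39). The last is an alternative part of a complex locus, was near 0 in neuronal mHTT libraries and was not called at day 7 alone (adjusted p = 0.167). In glia, CR43264 (6.26) and GstD5 (5.62) had higher changes with N-terminal mHTT, while CG9377 (-7.00) and CG18853 had lower ones. In neurons, CG11893 (5.72) and Eh (4.79) had higher changes with N-terminal mHTT, and CG16826 (-4.96) and Ir75a (-4.60) lower ones. CG16826 was not called from the 36 libraries of these models alone (adjusted p = 0.0575), without the farthest libraries (-3.48, adjusted p = 0.0537) or without the third neuronal full-length mHTT library at day 20 (-4.15, adjusted p = 0.0529).

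Overlap of age-averaged calls was counted between models. With full-length mHTT 783 genes changed in the same direction in neurons and glia, against 431 expected, and 342 in opposite directions, against 429 expected. With N-terminal mHTT 306 genes changed in the same direction (213 expected) and 356 in opposite directions (225 expected), and the correlation of changes across genes was -0.03, against 0.41 with full-length mHTT. Between constructs 1077 genes were shared in glia (715 expected) with 732 opposite (763 expected), and 363 in neurons (131 expected) with 124 opposite (130 expected). Without the farthest libraries 1378 genes were shared by the full-length models, 920 by the N-terminal models, 1229 by the neuronal models and 115 by all 4. More genes were called in each model in these fits, and no expected numbers are given for them. The larger counts therefore do not show stronger sharing. In all 4 models 43 genes changed in the same direction, against 4.41 expected, 25 higher and 18 lower. The 5 higher genes taken by the naming rule were ninaD, with changes of 0.66 to 1.02 over the models, Cyp6a8 (0.65 to 0.89), Sr-CI (0.52 to 1.30), CG5630 (0.44 to 0.56) and LanB1 (0.36 to 0.78). The 5 lower ones were CG33296 (-5.99 to -0.79), Cyp4d21 (-1.49 to -0.55), Osi2 (-2.05 to -0.55), CG18522 (-1.19 to -0.49) and CG13707 (-0.77 to -0.40). CG13707 in the neuronal full-length model was not called under quantile normalisation (adjusted p = 0.125).

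For the 5 preset lists camera called 11 of 20 tests. With the arm labels redrawn, camera called 52.5% of tests, with a median of 11 of the 20, so its calls did not separate the real arms from other splits. Each list's median was therefore set against the redrawn labels, and 7 tests passed an adjusted p of 0.05, each with only the real labelling reaching its median. These had an adjusted p of 0.0286, from an unadjusted 0.01, the smallest that 100 labellings could give. In the glial N-terminal model heat shock genes were higher (median 1.27, 14 of 16 called higher) and glial genes lower (-0.70, 14 of 18 called lower and 3 higher). The heat shock medians at days 5, 7 and 8 were 0.88, 0.06 and 2.59, and near-identical Hsp70 copies could share reads. In the glial full-length model antimicrobial peptide genes (-2.77, 13 of 14 called lower and 1 higher), synaptic genes (-0.21, 29 of 40) and glial genes (-0.33, 12 of 18, with 2 higher) were lower. In the neuronal N-terminal model phototransduction genes were lower (-0.24, 11 of 25 called lower and 4 higher), but under quantile normalisation the median was -0.02 and camera no longer called it. In the neuronal full-length model heat shock genes were higher (0.42, 7 of 16). Adjusted over the list alone, 15 heat shock and 17 glial genes were called in the glial N-terminal model, 14 antimicrobial peptide, 31 synaptic and 15 glial genes in the glial full-length model, 16 phototransduction genes in the neuronal N-terminal model and 8 heat shock genes in the neuronal full-length model.

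Of the 4 remaining camera calls, phototransduction in the glial N-terminal (median 0.24) and glial full-length (-0.22) models had medians reached by 2 and 3 of the 100 labellings (adjusted p = 0.05 and 0.0667). Synaptic genes (0.26) and glial genes (0.15) in the neuronal N-terminal model had medians reached by 15 and 6. Without the second control library at day 11 the synaptic median there was 0.03. The 9 lists that camera did not call had medians from -0.29 (antimicrobial peptide, neuronal N-terminal) to 0.68 (antimicrobial peptide, glial N-terminal). With an estimated correlation camera called only the glial list in the glial N-terminal model (adjusted p = 0.0262). The fry test called 9 of the 11 and not the synaptic and glial lists of the neuronal N-terminal model.

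**Figure D3:**
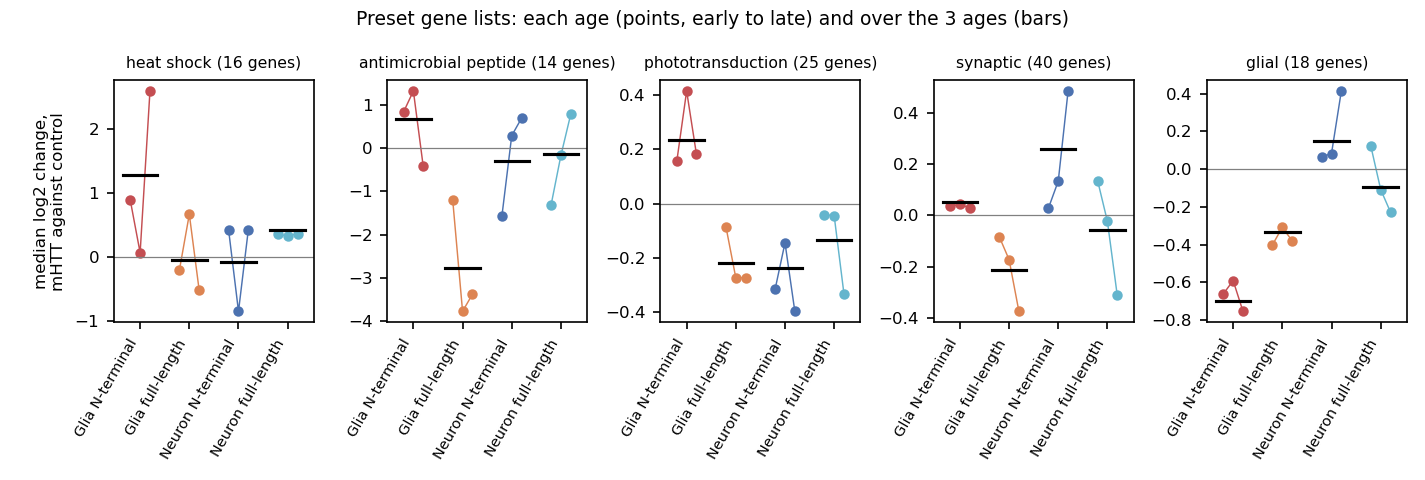
Median log2 change of the genes of each preset list in mHTT against control libraries, for each model at its early, middle and late age (points) and averaged over the 3 ages (black bars). Antimicrobial peptide genes were lower at each age of the glial full-length model, with an average median of -2.77, and glial genes were lower at each age of both glial models; the vertical scale differs between lists.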

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

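The counts from redrawn or exchanged labels were planned beforehand, whereas the tests of the lists between models and of each list's median against redrawn labels were chosen only after results had been seen.

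The change with mHTT differed between ages for 28 genes in the glial N-terminal model, 90 in the glial full-length model, 1 in the neuronal N-terminal model and 77 in the neuronal full-length model. When the ages were redrawn within each arm, 3, 2, 1 and 3 of 100 labellings (the real one included) gave as many genes. These counts moved by more than 1.5 times with single libraries. Without the farthest library of each model they were 107, 176, 373 and 587. Leaving out other single libraries lowered them to 12 (without the second glial N-terminal mHTT library at day 8), 11 (second glial control library at day 18), 0 (second neuronal N-terminal mHTT library at day 9) and 19 (first neuronal control library at day 18). At an unadjusted p under 0.05 there were 676 genes in the neuronal N-terminal model with all its libraries. The counts are therefore not stable in either direction. Progression with age, which the design names, stays open and was not separated from differences in rearing between collections.

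The change with full-length mHTT differed between neurons and glia for 2304 genes, and with N-terminal mHTT for 3253 genes. Between constructs 3082 genes differed in glia and 1710 in neurons. With arm labels redrawn within model and age, 1 of 100 labellings, the real one, gave as many genes in each of the 4 comparisons. Without the farthest libraries the counts were 4921 with full-length mHTT, 5467 in glia and 3044 in neurons. Depth differed little between arms, with exact two-sided permutation p of 0.590, 0.314, 0.935 and 0.307 in the glial N-terminal, glial full-length, neuronal N-terminal and neuronal full-length models. Depth is therefore an unlikely source of the counts, as mean estimated reads differed between arms by less than 1 SD. Age, temperature, driver line and insert line varied together with cell type or construct, so a biological difference between neurons and glia was not isolated.

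Camera gave an adjusted p under 0.05 for 15 of 20 list differences between models. For full-length mHTT in neurons against glia these had medians of 0.35 (heat shock), 2.37 (antimicrobial peptide) and 0.18 (glial). For N-terminal mHTT they were -0.85 (heat shock), -0.43 (phototransduction), 0.30 (synaptic) and 0.87 (glial). In glia, N-terminal against full-length, they were 1.09 (heat shock), 3.42 (antimicrobial peptide), 0.45 (phototransduction) and -0.58 (glial). In neurons they were -0.32 (heat shock), -0.093 (phototransduction), 0.28 (synaptic) and 0.29 (glial). Leaving out 1 library removed the phototransduction call in neurons in 17 of 72 fits, the heat shock call in 2 and the synaptic call in 1. As many of the 5 lists were called in 55, 18, 22 and 14 of 100 labellings for the comparisons in this order, so the number of camera calls could be given by other splits of the same libraries. Set against redrawn labels, 5 list medians had an adjusted p of 0.0400, from an unadjusted 0.01, the smallest that 100 labellings could give. They were phototransduction and glial with N-terminal mHTT in neurons against glia, and antimicrobial peptide, phototransduction and glial in glia between constructs. The phototransduction difference with N-terminal mHTT was -0.20 after quantile normalisation, with a camera adjusted p of 0.129. The synaptic difference with N-terminal mHTT was -0.063 without the farthest libraries and 0.013 without the second neuronal control library at day 11.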

How the results depend on the processing

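The fits without the farthest library of each model, the fits on 1 label prefix and the camera tests between models were chosen after seeing the data. The other alternatives were fixed before. Methods for whole reads (edgeR, DESeq2) were not run, since the values could not be treated as whole reads. The variance between libraries of a group was at least 3.46 times that expected from sampling, so counting error was not its main part. This ratio has 1 value per pair of libraries, so whether depth limited genes with low values was not tested.

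A count was taken as moved if it differed from the main one by more than 1.5 times, so smaller changes of counts are mostly not listed here. List and gene results were taken as changed if their call or direction changed. By these rules a pseudocount of 0.1 changed none of 69 main results and none of 108 named-gene results. A pseudocount of 10 left the neuronal phototransduction difference between constructs no longer called (-0.093, adjusted p = 0.0538). Without a filter that difference was also not called (-0.093, adjusted p = 0.0812), while the neuronal full-length phototransduction (-0.13) and glial (-0.096) lists were called and 3 genes differed between ages in the neuronal N-terminal model; Yp2 there was no longer called. With a mean of at least 100, 3 genes differed between ages in that model, 238 genes were shared by the neuronal models and 27 by all 4, fewer genes being tested. The neuronal full-length phototransduction list was then called (-0.14), the glial full-length heat shock median reversed to 0.0066 and the neuronal antimicrobial peptide difference between constructs to -0.17. The cause was not tested.

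Median-ratio rescaling gave 18 and 11 genes differing between ages in the glial and neuronal N-terminal models, and reversed the glial N-terminal synaptic median (-0.0094) and elav (-0.048) there. Quantile normalisation gave 28 genes differing between ages in the neuronal N-terminal model. It reversed the glial N-terminal synaptic median (-0.0045), elav (-0.0017) and Yp1 (0.095), Yp2 in the neuronal N-terminal model (0.0054), and the antimicrobial peptide (-0.026) and phototransduction (0.064) differences between constructs in neurons. It left neuronal N-terminal phototransduction at -0.021 and its difference from glia at -0.20, neither called. Phototransduction (0.29) and synaptic (0.20) differences with full-length mHTT, the glial synaptic difference between constructs (0.26) and neuronal full-length phototransduction (-0.072) became called. The cause was not tested. Of named genes, 4 others became weaker under quantile normalisation.

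With the label prefix as a covariate the neuronal full-length phototransduction (-0.15) and glial (-0.11) lists were called. With the most frequent prefix alone the neuronal N-terminal count was 3204. The cause was not tested.

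The replicate numbers did not pair libraries, as residuals of 36 pairs had a median correlation of -0.0424 and 5 exceeded 0.1. With the replicate number as a block the genes differing between ages were 18, 13, 0 and 4 in the glial N-terminal, glial full-length, neuronal N-terminal and neuronal full-length models; at an unadjusted p under 0.05 the neuronal N-terminal model had 676 genes without the block. The neuronal N-terminal counts were 62, 148 and 274 at days 7, 9 and 11 and 908 over the ages. The neuronal full-length counts were 511, 201 and 395 at days 18, 20 and 22. The glial synaptic difference between constructs was called under the block (0.25), as was Yp3 in the glial N-terminal model (-0.38, adjusted p = 0.0410), while CG13707 in the neuronal full-length model was no longer called (-0.40, adjusted p = 0.0594). The cause was not tested.

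With only the 6 libraries of an age the counts were 2737 and 515 at days 5 and 7 of the glial N-terminal model, 1372 at day 22 of the glial full-length model, 820, 2602 and 1 at days 7, 9 and 11 of the neuronal N-terminal model and 1875, 1751 and 0 at days 18, 20 and 22 of the neuronal full-length model. At day 22, 2434 genes had an unadjusted p under 0.05 in the 18-library fit. With all 72 libraries in the fit the glial full-length counts were 1322, 1333 and 1941, and the neuronal N-terminal counts were 432, 926 and 5292 by age and 3264 over the ages. With the 36 libraries of the models compared, 953 genes differed between constructs in neurons, and at day 7 alone 960 differed between neurons and glia with N-terminal mHTT, fewer libraries being used. An absolute log2 change of at least 1, a stricter criterion by construction, left 431, 631, 250 and 243 genes over the ages.

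With an estimated correlation camera did not call the glial N-terminal heat shock (1.27) and phototransduction (0.24) lists, the glial full-length antimicrobial peptide (-2.77), phototransduction (-0.22), synaptic (-0.21) and glial (-0.33) lists, the neuronal N-terminal phototransduction (-0.24), synaptic (0.26) and glial (0.15) lists, and the neuronal full-length heat shock list (0.42). Fry did not call the neuronal N-terminal synaptic (0.26) and glial (0.15) lists. The medians are unchanged by construction.

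Without the farthest library of each model the counts were 2381 and 1751 at days 5 and 8 of the glial N-terminal model, 1433, 2414 and 1883 at days 7, 9 and 11 of the neuronal N-terminal model and 2676, 1543 and 1444 at days 18, 20 and 22 of the neuronal full-length model. Over the ages they were 3729 and 3702 in the neuronal models. Genes differing between ages numbered 107, 176, 373 and 587. Genes shared in direction were 1378 (full-length), 920 (N-terminal), 1229 (neurons) and 115 (all 4 models). Genes differing between models were 4921 with full-length mHTT, 5467 in glia and 3044 in neurons. The glial full-length heat shock (0.13), neuronal N-terminal antimicrobial peptide (0.014) and neuronal full-length synaptic (0.063) medians reversed, as did the synaptic differences with N-terminal mHTT (-0.063) and in neurons (-0.011), elav (0.11) and repo (0.12) in the neuronal full-length model. The neuronal N-terminal synaptic (0.028) and glial (0.11) lists, the heat shock difference with full-length mHTT (0.25) and the glial difference in neurons (0.080) were no longer called. Phototransduction (0.31) and synaptic (0.31) differences with full-length mHTT and the glial synaptic difference (0.36) became called, as did repo (0.17, adjusted p = 0.0377) and roX1 (0.22, adjusted p = 0.0329) in the neuronal N-terminal model and w (0.18, adjusted p = 0.00815) in the neuronal full-length model, while CG16826 between constructs in neurons was no longer called (-3.48, adjusted p = 0.0537). The wider spread that these libraries gave may account for the lower counts with them, but the cause was not tested.

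Leaving out 1 library at a time moved counts as follows. The glial N-terminal counts ran from 902 to 2381 at day 5, 1169 to 2363 at day 7 and 748 to 1751 at day 8, each highest without the first mHTT library at day 7. Those of the neuronal N-terminal model ran from 100 to 1433, 199 to 2414 and 318 to 4755 by age and 1088 to 3729 over the ages, highest without the second control library at day 11 except at day 11, where it was the third. Those of the neuronal full-length model ran from 516 to 2676, 171 to 1543 and 396 to 1444 by age and 1690 to 3702 over the ages, highest without the first mHTT library at day 22. Genes differing between ages ran from 12 to 107, 11 to 324, 0 to 373 and 19 to 587. Genes shared ran from 663 to 1277 (full-length), 238 to 729 (N-terminal), 320 to 768 (neurons) and 36 to 72 (all 4). Differences between models ran from 2784 to 4932 with N-terminal mHTT and 1463 to 3347 in neurons, highest without the third neuronal control library at day 11. The cause was not tested.

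Ranges of list medians across fits that each left out 1 library are given where the call or direction changed in any fit. They were -0.32 to 0.13 (glial full-length heat shock), -0.61 to 0.014 (neuronal N-terminal antimicrobial peptide), 0.028 to 0.37 (synaptic there) and 0.11 to 0.20 (glial there). In the neuronal full-length model they were -0.30 to 0.18 (antimicrobial peptide), -0.19 to -0.048 (phototransduction), -0.12 to 0.063 (synaptic) and -0.14 to -0.012 (glial). Between neurons and glia with full-length mHTT they were 0.21 to 0.59 (heat shock), 0.092 to 0.24 (phototransduction), 0.10 to 0.27 (synaptic) and 0.12 to 0.28 (glial), and with N-terminal mHTT 0.013 to 0.38 (synaptic). Between constructs they were 0.21 to 0.31 (synaptic in glia) and, in neurons, -0.44 to -0.27 (heat shock), -0.26 to 0.34 (antimicrobial peptide), -0.22 to -0.041 (phototransduction) and 0.090 to 0.38 (synaptic). Between constructs in neurons the phototransduction call was lost in 17 of 72 fits, heat shock in 2 and synaptic in 1. Between neurons and glia the full-length heat shock call was lost in 3, full-length glial in 2 and N-terminal synaptic in 2. Within the neuronal N-terminal model the synaptic call was lost in 2 of 18 fits and the glial call in 1. Named genes that reversed were elav in the glial N-terminal model (-0.043 to 0.082), w (-0.0052 to 0.10) and roX2 (-0.34 to 0.069) in the neuronal N-terminal model, and elav (-0.079 to 0.11), repo (-0.099 to 0.12) and Yp3 (-0.021 to 0.16) in the neuronal full-length model. The cause was not tested.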

Other observations

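The tests of transcript length, of antisense overlap beyond length, of abdominal tissue, of glial cell loss and of male flies were chosen only after the result was seen.

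The second neuronal control library at day 11 stood apart from its group. Reads spread by length, as from genomic DNA, would raise long genes among those under 10 in the other 71 libraries, but the rank correlation with length across these 2052 genes was -0.118. Low depth would put it far below the others, and its 34.9 M estimated reads (M, 1e6) were lowest by a small margin (others from 34.98 M). Counting without regard to strand remained open. Genes overlapping an antisense gene were higher than the others by 0.31, outside the range of the other 71 libraries (-0.15 to 0.12). Within 20 length classes the gap was 0.11, just outside their range (-0.060 to 0.096), so most of it went with length. Its log2 ratio to the other 2 libraries fell with transcript length (rank correlation -0.771 across genes, which are not independent), with medians of 1.92 in the shortest 10% of genes and -1.87 in the longest. This could reflect RNA breakdown or a difference in library preparation, and its lone label prefix cannot be separated from either. No biological explanation was tested.

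The first glial N-terminal mHTT library at day 7 had a similar trend, at -0.798, with medians of 0.62 and -0.69 in the shortest and longest 10% of genes. The other 70 libraries lay between -0.426 and 0.768, so a length trend is a candidate explanation for both libraries, found and tested on the same data. No biological explanation was tested.

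The first neuronal full-length mHTT library at day 22 had higher mean levels of all 3 lists of body tissue genes than either other library of its group, by at least 0.65 (flight muscle was the smallest). The muscle part was within the ordinary range, as its rise over the mean of the other 2 was 0.67 and another library reached 0.82. The muscle gene Mhc was 21020 there and up to 22044 in the other 2, and Mlc2 was 16705 and up to 15756, so muscle did not set this library apart. Its ovary level of 10.6 on the log2 scale was above the 7.63 that was highest in the other 70 libraries. Its gut level of 12.2 was above their highest, 11.5, but its gut rise of 6.89 was not above theirs, 7.23. AlphaTry, a gut gene, was 27092 there and at most 208 in the other 2 libraries. Heads were collected by shaking and sieving, so fragments of the abdomen may have been included. The first glial control library at day 22 was not higher for all 3 lists, with flight muscle at -0.27. Its gut and ovary lists rose by at least 3.18 over the mean of the other 2, and alphaTry was 20182 against at most 404. A gut rise of 7.23 also occurred in the second neuronal N-terminal mHTT library at day 9, without an ovary rise (-0.65), so gut genes can rise alone. That does not account for the ovary rises of 6.25 in the neuronal and 3.18 in the glial day-22 library, above the 2.79 that was highest in the other 70. The ovary level of the glial library, 6.96, was within their range (up to 7.63), so abdominal tissue as its source stays open. Gut levels also differed between whole arms. In both full-length models they were lower in mHTT than in control libraries at days 18 and 20, without overlap, whereas the arms overlapped at day 22. Whether gut material differed between the arms was not tested. The ratios of both day-22 libraries correlated at 0.852 across 8470 genes. In the other 70 libraries 10 of the 16 gut, 8 of the 14 ovary and 8 of the 10 flight muscle genes had a median of at least 10, so those genes were usually detected without such a rise; whether head tissue expresses them was not tested.

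Strain background could move linked genes in both drivers with the same construct. Among 8 genes with N-terminal and 12 with full-length mHTT that changed by at least 2 in both drivers, none had an adjacent gene that did so (one-sided permutation p of 1 and 1 against 10000 random gene sets). Within 10 genes the p was 0.0563 for N-terminal mHTT and 1 for full-length mHTT. Of these genes, 5 of the 8 with N-terminal and 12 of the 12 with full-length mHTT changed in the same direction in both drivers. A shared background or an effect of mHTT could each give this. The genes were too few to decide, and background cannot be told apart from an effect of mHTT.

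The glial list was lower in the glial N-terminal model. A loss of glial cells as the whole cause would lower its genes alike, but 3 of 18 were called higher, while 14 were called lower. Loss of some glial cell types may still contribute. The yolk protein genes were higher in the glial full-length model, which might follow from more males among the controls. The highest roX2 value in those controls was 11.8, and across 72 libraries roX2 stayed at or below 17.9, too low to count males. The other gene, roX1, fell by 0.64 in this model without overlap between the arms, the direction that more males among the controls would give. Both roX1 and Yp1 overlap antisense genes. A different share of males stays open in this model and cannot be told apart from an effect of mHTT on these genes. It was not tested in the other models. In both N-terminal models roX1 rose and the yolk genes fell, the direction that more males among the mHTT flies would give, but not all of these changes were called. In the glial N-terminal model roX1 changed by 0.46 and roX2 by 0.80, and Yp1, Yp2 and Yp3 by -0.15, -0.94 and -0.38, with Yp2 called. In the neuronal N-terminal model the yolk genes changed by -0.87, -0.67 and -0.97, all 3 called but none under quantile normalisation, and roX1 by 0.22, not called with all libraries. There roX2 changed by -0.17, the other way. In the neuronal full-length model roX1 changed by -0.31 and Yp1, Yp2 and Yp3 by 0.12, 0.09 and 0.05. A different share of males therefore stays open in these models too. The labels do not state the sex of the flies.

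Over the 3 ages, 1 of 100 labellings of the arms, the real one, gave as many called genes in each of the 4 models. The same held for each of the 5 overlaps between models. The redrawn labels also lowered the calls within each model, which lowers overlaps by itself. This result therefore cannot tell shared genes from the number of calls. At single ages 1 of the 10 splits of 6 libraries, the real one, gave as many genes at each of the 12 ages, and a design of 3 against 3 cannot give a smaller share than 1 in 10. As many of the 5 lists were called by camera in 48, 17, 52 and 100 of 100 labellings in the glial N-terminal, glial full-length, neuronal N-terminal and neuronal full-length models, so these call counts could arise from other splits.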
